A study of Rattus norvegicus and Ovis aries with 113 samples.

How the data were processed

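RNA was sequenced from tissues of the nervous and the reproductive system of sheep and rats. In sheep (Ovis aries), 5 post-pubertal males, numbered 687, 688, 690, 694 and 699, each gave 10 brain dissections and 1 sperm sample. In Sprague Dawley rats (Rattus norvegicus), 15 males gave a whole brain and a sample labelled sperm, which per the labels was seminal fluid, and 14 females gave a whole brain and an ovary. These made 55 sheep libraries and 58 rat libraries, 113 in all. Sheep white blood cells and mass spectrometry, which the labels mention, were not used here.

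Per the labels, RNA was extracted with TRIzol from sheep and with a Zymo Quick-RNA kit from rats, treated with DNase I, made into stranded mRNA libraries with a Kapa kit for sheep and a Watchmaker kit for rats, and read from both ends for 150 bases on a NovaSeq X Plus. Reads were trimmed with Trimmomatic v0.39, aligned with STAR v2.7.5a to GRCr8 for rat and ARS-UI_Ramb_v3.0 for sheep, and counted with Rsubread v2.20.0, per the labels. Extraction kit, library kit and demultiplexing software all differed between the species, so no comparison between sheep and rat can separate the species from the preparation of the libraries. The deposited values were raw counts per gene, 1 column per library, not normalized and not pooled over replicates. The columns of rat sperm libraries 16 and 17 held unusually few low counts, as given below. The strand setting and the handling of reads that map to several places or several genes are not given in the sources used here. Values of genes with near-identical copies or with an overlapping neighbour are therefore uncertain.

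The rat table held 38675 genes and 31304 genes were in the sheep table. Symbols were taken from the tables. For 38599 rat genes a symbol matched the GRCr8 annotation used here, which gave chromosomes, positions and biotypes. No sheep annotation was used here, so sheep genes carry no positions. Across species, genes were joined on the upper-cased symbol where it occurred once in each table, which left 15703 shared symbols. A shared symbol was not checked for orthology in any other way.

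Counts were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with trimmed mean of M values (TMM) factors, the default low-count filter by group (filterByExpr) and a prior count of 0.125 for fold changes. Adjusted p-values are from the Benjamini-Hochberg method over all genes tested in a comparison. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. For male against female brain, and for the test of any difference between sheep brain regions, the adjusted p alone was used. Sheep sperm was set against the mean of the 10 regions in 1 fit over all sheep libraries. Each region was set against the mean of the other 9 in a fit over the 50 brain libraries. Each rat comparison was fitted on its own groups. The difference between species was the species by tissue term in a fit on shared symbols, with the 10 regions of each sheep summed, since rat brains were taken whole. Group means of genes are TMM-scaled counts per 1000000 (CPM), with the SD over libraries. The SE of an edgeR log2 fold change was computed back from the test, as its absolute value over the square root of the F statistic. It rests on the dispersion fitted over all groups, so it can understate the spread of a variable group such as sheep sperm.

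A gene was detected in a group when at least 80% of its libraries reached 1 CPM of the plain library total. Gene lists were summarised per library as the mean of log2(CPM + 1). Lists fixed in advance covered Y-linked genes and X inactivation, late spermatid and sperm, leukocyte, epithelium of the male tract, erythroid, neuron, astrocyte, oligodendrocyte, microglia, choroid plexus, pituitary, granulosa cell, theca and luteal cell, oocyte, the reproductive axis, 4 brain regions and cortex. Lists for stratified squamous epithelium, epididymis and vas deferens, neutrophil, spermatocyte, the imprinted gene network, immediate early genes, endoplasmic reticulum (ER) chaperones and clock genes were chosen after the data were seen.

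The groups, tests, thresholds, first set of lists and the rule for named genes were set before the data were examined. In each tissue comparison the rule named the 3 called genes per direction with the largest fold change among those with a mean of at least 10 CPM in the higher group, no overlap between the groups and no placeholder symbol. For each sheep brain region it named 1 gene by the same conditions. Between the sexes it named the 5 called genes per direction with the smallest p, and the genes of the Y-linked and X inactivation lists. Between species it named the 3 genes per direction with the largest difference among those called in opposite directions in sheep and rat. Among genes detected in every pair of tissues it named the 10 with the highest smallest group mean, leaving out mitochondrial and ribosomal protein genes. Any other gene named was chosen after its values were seen, unless it stands as a member of a list. A pair of genes that the rule named is not reported here.

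Alternatives set in advance were size factors from ratios to the median library (RLE), upper quartile factors, no low-count filter, DESeq2 1.42.0, limma 3.58.1 voom with quality weights, the animal as a block, each sheep or sheep sperm library left out in turn, regions summed per animal, libraries thinned to the smallest total, and other detection limits and list scales. Alternatives added after seeing the data left out ribosomal RNA (rRNA) entries or the 4 most abundant sheep LOC entries, left out the rat brain libraries with over 80% rRNA, or used the rRNA share as a covariate. Samples of an animal share its number per the labels, so the numbers pair the samples. Deviations from group means correlated between samples of 1 animal with a median r of 0.0679 for rat sperm and brain, 0.0096 for ovary and brain, 0.0712 for sheep sperm and brain, and 0.198 between sheep regions.

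Each test was tested on simulated data, with counts drawn from the real means and totals and 200 genes changed. The edgeR fit recovered 200 of them among 20570 genes for the sexes, 200 among 20480 for rat sperm, 199 among 20801 for ovary, 190 among 21859 for sheep sperm, 193 among 21147 for sheep regions and 126 among 15172 for the difference between species. False calls made up 3.38% to 5.26% of its calls. DESeq2 had 10.8% to 13.3% false calls in the 5 comparisons where it was simulated. Each simulated gene had the same mean in all groups before the change and a fixed dispersion, 0.05 for the sexes and 0.2 elsewhere. Calls used the adjusted p alone. The real comparisons of sperm or ovary with brain called most genes and had groups of unequal spread. The simulated rates of either tool may therefore not hold for them.

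Totals per library were 13.7 to 119 M (1000000) counts, so counting error was small for all but scarce genes. A share of counts given for a single library has a 95% Wilson interval, none wider than 0.0529 percentage points. Where a group held 0 counts, the fold was computed against a floor of 3 counts over the whole group, with plain library totals, and is given as a lower bound. Where it held 1 to 3 counts, the ratio is given with a 95% counting interval. Intervals and floors cover counting error only. Permutation tests used 100000 resamples or all relabellings. No library pair differed by as little as sampling noise: the smallest chi-square per degree of freedom between replicates was 12.4. Computations outside R used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.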

Results

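The study's title asks which genes connect neurological and reproductive functions across mammals, and its design sets brain beside a reproductive sample in sheep and rats. The data were gene counts from 55 sheep libraries, made of 5 libraries for each of 10 brain dissections and 5 sperm libraries, and from 58 rat libraries, made of 15 male brains, 15 samples of seminal fluid labelled sperm, 14 female brains and 14 ovaries. Library totals, in M (1000000) counts, averaged 57.0 M ± 5.05 (SD, n = 50) in sheep brain, with a range of 46.7 to 72.4 M, and 41.0 M ± 19.8 (SD, n = 5) in sheep sperm, with a range of 13.7 to 65.1 M. In rats they averaged 52.7 M ± 15.0 (SD, n = 15) in male brain, 49.2 M ± 13.6 (SD, n = 15) in sperm, 63.4 M ± 21.1 (SD, n = 14) in female brain and 55.4 M ± 2.96 (SD, n = 14) in ovary, and single libraries held 13.7 to 119 M counts. The median correlation of log-scale values between replicates was 0.836 in sheep sperm and 0.950 in rat sperm, and 0.980 to 0.996 in the other groups.

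A few entries took large shares of some libraries. In sheep sperm, 4 entries with placeholder names (LOC121818850, LOC121818849, LOC114112490 and LOC114112704) held 59.3% ± 24.2 (SD, n = 5) of the counts, against 7.57% ± 2.12 (SD, n = 50) in sheep brain. Their share was 85.2% in sheep 687, 75.8% in 699, 60.4% in 694, 52.9% in 690 and 22.4% in 688. In rats, the 159 entries annotated as rRNA held 23.5% ± 26.2 (SD, n = 14) of female and 12.7% ± 23.2 (SD, n = 15) of male brain counts. They reached 94.8% in the brain of female 1 and 89.2% in the brain of male 4. The most abundant entry of both libraries was Rn45s, on chromosome 11 from 268961 to 277639 of GRCr8, with 29.9% and 28.4% of their counts. Over the rat libraries, Rn28s held 0.846 to 0.964 and LOC120093067 0.942 to 0.968 of the counts of Rn45s, although both lie elsewhere on that chromosome. Whether reads that map to several of these entries were counted more than once is not known. If they were, the rRNA shares and the totals of these libraries are too high. Genes at 1 CPM or more numbered 9280 ± 1930 (SD, n = 5) in sheep sperm and 15595 ± 293 (SD, n = 50) in sheep brain. No sheep sperm library reached the lowest brain library.

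**Figure D1:**
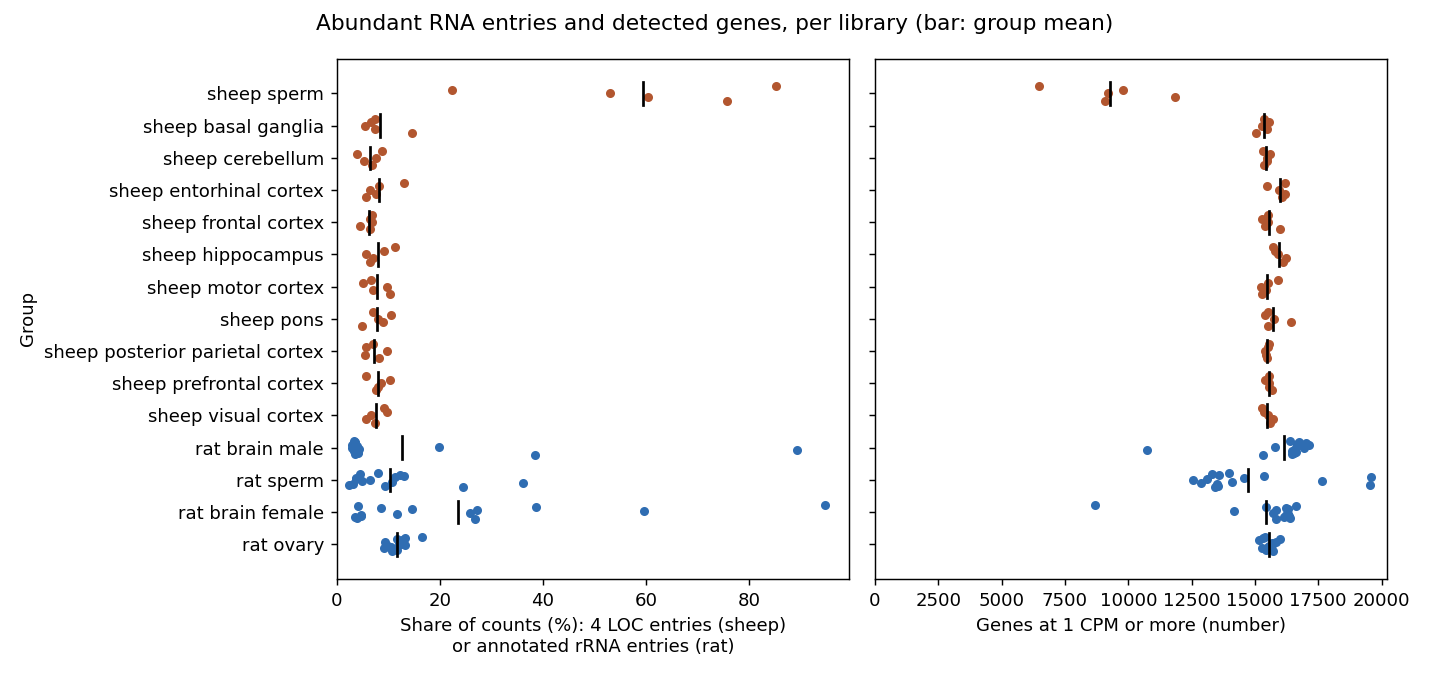
Share of counts in the 4 LOC entries (sheep) or in entries annotated as rRNA (rat), in percent, and number of genes at 1 CPM or more, for each group. Each point is a library and each bar a group mean; sheep sperm averaged 59.3% and 9280 genes, and the rat brain libraries at 94.8% and 89.2% rRNA held the fewest genes of their groups.

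Gene lists fixed in advance were used to check the labels and describe the composition of the samples. The late spermatid and sperm list, as a mean of log2(CPM + 1), was 3.41 ± 1.30 (SD, n = 5) in sheep sperm and 0.79 ± 0.13 (SD, n = 50) in sheep brain. In rats it was 5.47 ± 2.56 (SD, n = 15) in sperm, where it ranged from 2.65 to 10.28, and 0.83 ± 0.19 (SD, n = 15) in male brain. In both species every sperm library lay above every brain library of that comparison. Scaling CPM by TMM-adjusted totals moved the sheep sperm mean most, to 5.22. The leukocyte list averaged 4.89 in sheep sperm against 1.38 in sheep brain, and 3.46 in rat sperm against 1.83 in male rat brain. The list for epithelium of the male tract averaged 2.96 in sheep sperm against 0.55 in brain, and 6.90 ± 0.49 (SD, n = 15) in rat sperm against 1.08 in male brain. Of the 12 spermatid genes, 4 also averaged at least 1 CPM in sheep brain and 4 in male rat brain. For the leukocyte list these numbers were 3 and 4 of 8, and for the male tract list 2 of 7 and 5 of 8. The erythroid list stood at 0.034 in sheep sperm and 0.27 in sheep brain, and at 8.95 ± 1.77 (SD, n = 15) in rat sperm, 5.60 in male and 5.59 in female rat brain, and 7.04 in ovary.

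The neuron list averaged 8.72 in sheep brain, 9.01 in male and 8.74 in female rat brain, and 1.07 in sheep sperm, 0.55 in rat sperm and 1.55 in ovary. For astrocytes, oligodendrocytes and microglia the sheep brain means were 9.28, 8.85 and 4.94, against 0.15, 0.69 and 1.07 in sheep sperm. In male rat brain they were 8.42, 9.70 and 4.43, against 1.01, 0.91 and 2.80 in rat sperm. The choroid plexus list stood at 1.97 in sheep brain and 4.09 in male rat brain, and the pituitary list at 0.32 in sheep brain and 0.50 in male rat brain. In ovary, the granulosa cell list averaged 6.92 ± 0.59, the theca and luteal cell list 8.10 ± 0.73 and the oocyte list 2.92 ± 0.53 (SD, n = 14 each), against 1.29, 0.18 and 0.13 in female brain. The reproductive axis list averaged 0.84 in sheep brain, 0.26 in sheep sperm, 1.40 in male rat brain, 0.58 in rat sperm, 1.33 in female rat brain and 3.33 in ovary. Y-linked genes of the rat averaged 2.90 in male brain, 2.92 in sperm, 0.0025 in female brain and 0.00078 in ovary, and Xist, the X inactivation gene present, stood at 0.39, 0.10, 9.04 and 8.55 in the same order. Each rat library thus matched its labelled sex.

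**Figure D2:**
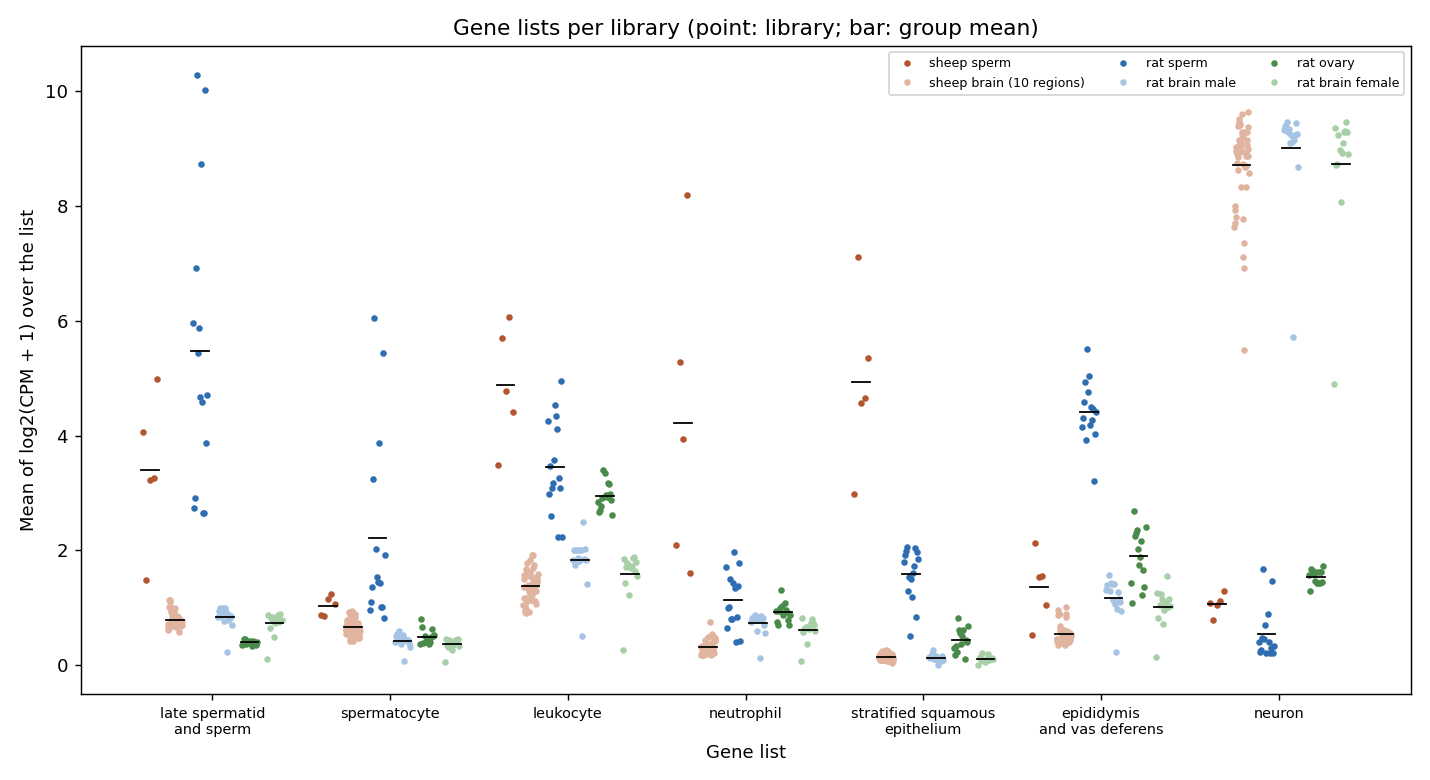
Mean of log2(CPM + 1) over each gene list (vertical axis) for 7 lists, with a point per library and a bar at the group mean. The late spermatid list averaged 3.41 in sheep sperm and 5.47 in rat sperm, the neuron list averaged 8.72 over all sheep brain libraries, and the rat sperm libraries spread from 2.65 to 10.28 in the late spermatid list.

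Sheep sperm was compared with sheep brain to ask which transcripts each holds. Of 21859 genes tested, 16215 were called, 7239 higher and 8976 lower in sperm (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1). The count moved most with voom and quality weights, to 11861. The direction of the majority depended on the scaling, the filter and the tool. Upper quartile factors gave 8907 higher and 6980 lower, with the median of all genes shifted by 0.73 on the log2 scale. No low-count filter gave 10710 higher and 9465 lower of 29381 genes, and DESeq2 gave 9937 higher and 8132 lower of 29315 genes, with a shift of 0.26. With RLE factors the shift was 0.25 and the split 7753 to 8294. Among the called genes, 8134 had groups that did not overlap, of which 2535 were higher in sperm. Chance gives 5.75e-05% of genes if all libraries are relabelled freely, which ignores that the samples of an animal are paired. Within the fixed lists, 12 of 12 spermatid genes were called higher, and 7 of 12 tested genes of the reproductive axis were called, 4 higher and 3 lower. Adjusted over the list alone, these counts were again 12 and 7. DESeq2 called 12 and 11 genes of these lists, and voom 10 and 2. AKAP4 and CABYR, of the spermatid list, averaged lower in sperm than in brain on plain totals (2.21 against 7.06 CPM and 5.72 against 7.59 CPM), so their direction depends on the scaling.

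The sheep genes named by the rule were the following. MUC21 averaged 18522 ± 26464 CPM (SD, n = 5) in sperm and rested on 9 counts over the 50 brain libraries, a log2 fold change of 22.25 ± 0.42 (SE) with an edgeR adjusted p of 2.08e-29. APOBEC1 averaged 2250 ± 3676 CPM (SD, n = 5) in sperm with 5 counts in brain, a log2 fold change of 19.50 ± 0.49 and an edgeR adjusted p of 1.92e-23. Both were carried by sheep 688, and leaving it out gave log2 fold changes of 20.74 and 17.74. PRM1 averaged 2668 ± 2429 CPM (SD, n = 5) in sperm and had 0 counts in brain, which made it at least 437400-fold higher in sperm against a floor of 0.00105 CPM (edgeR adjusted p 9.05e-11). SULT4A1, APOD and SYT13 had 0 counts in the 5 sperm libraries, a floor of 0.0146 CPM. SULT4A1 averaged 361 ± 164 CPM (SD, n = 50) in brain and was at least 28442-fold lower in sperm (edgeR adjusted p 7.75e-29). APOD averaged 311 ± 474 CPM and was at least 24746-fold lower (edgeR adjusted p 2.26e-16). SYT13 averaged 119 ± 45.3 CPM and was at least 9540.1-fold lower (edgeR adjusted p 8.04e-27). These bounds use plain totals, while the means are TMM-scaled. TMM scaling raises sheep sperm values, so on that scale the bounds for genes with 0 counts in sperm would be smaller.

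In male rats, sperm was compared with whole brain in the same way. Of 20480 genes tested, 12111 were called, 5663 higher and 6448 lower in sperm by edgeR. Testing all genes with no low-count filter moved the count most, to 22067 of 35486 genes, and reversed the majority, with 12974 higher and 9093 lower. RLE factors shifted the median of all genes by -0.26 and gave 4931 higher and 7135 lower. The groups did not overlap for 6531 called genes, 1985 of them higher in sperm. Free relabelling of the libraries, which ignores the pairing by animal, gives 1.29e-06%. All 11 tested spermatid genes were called higher. The reproductive axis list had 11 of 12 tested genes called, 3 higher and 8 lower. Adjusted over the list alone, these counts were 11 and 11. DESeq2, which tested more genes, called 12 and 14, and voom 10 and 12.

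Serpina1f (chromosome 6, 128585697 to 128591902, GRCr8) averaged 19425 ± 10611 CPM (SD, n = 15) in sperm and 0.0188 ± 0.0177 in brain, a log2 fold change of 19.70 ± 0.60 (SE) with an edgeR adjusted p of 5.94e-23. Serpina16 (chromosome 6, 128565659 to 128573037) averaged 17543 ± 15826 CPM in sperm and 0.0419 in brain, a log2 fold change of 18.79 ± 1.00 (edgeR adjusted p 3.81e-17). Serpina1f overlaps another gene of its family in the annotation, so its value is uncertain. Aqp2 (chromosome 7, 132590286 to 132595321) averaged 12069 ± 7377 CPM in sperm and 0.0242 in brain, a log2 fold change of 18.69 ± 0.65 (edgeR adjusted p 1.15e-21). Syt4 (chromosome 18, 23311454 to 23320863) and Gabra6 (chromosome 10, 27311965 to 27327337) had 0 counts in the 15 sperm libraries. Syt4 averaged 206 ± 18.8 CPM (SD, n = 15) in brain and was at least 60032-fold lower in sperm (edgeR adjusted p 1.16e-22). Gabra6 averaged 110 ± 38.3 CPM in brain and was at least 31370-fold lower (edgeR adjusted p 4.50e-16). Snap25 (chromosome 3, 144494579 to 144576449) averaged 2709 ± 486 CPM in brain and 0.0460 in sperm, from 29 counts, a log2 fold change of -15.82 ± 0.50 (edgeR adjusted p 1.15e-22). It overlaps 2 placeholder genes, and the counting is not stated to use strand.

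In female rats, ovary was compared with whole brain. Of 20801 genes tested, 11832 were called by edgeR, 5763 higher and 6069 lower in ovary. The count moved most without a low-count filter, to 18799 of 33789 genes. Upper quartile factors reversed the small majority, with 6058 higher and 5839 lower. The groups did not overlap for 9458 called genes, 4507 of them higher in ovary. Free relabelling of the libraries, which ignores the pairing by animal, gives 4.99e-06%. All 8 granulosa, 6 theca and luteal and 7 oocyte genes were called higher, and 13 of 15 tested genes of the reproductive axis were called, 9 higher and 4 lower. Adjusted over the list alone, these counts were 8, 6, 7 and 13. Hsd3b1 (chromosome 2, 188858574 to 188864694) averaged 5533 ± 1083 CPM (SD, n = 14) in ovary and 0.0141 in brain, a log2 fold change of 18.38 ± 0.25 (SE, edgeR adjusted p 2.04e-31). Its neighbour Hsd3b3 (chromosome 2, 188826756 to 188832734) averaged 2113 ± 475 CPM in ovary (edgeR adjusted p 2.63e-31), and with 2 counts in brain its ratio had a 95% counting interval of 307662 to 9177032. The pair are close paralogs, so the split between them is uncertain. Hao2 (chromosome 2, 188888848 to 188921567) averaged 209 ± 136 CPM in ovary (edgeR adjusted p 8.91e-21), with 1 count in brain and a ratio interval of 39858 to 8771416. Gabra6 and Neurod1 (chromosome 3, 84766483 to 84770454) had 0 counts in ovary. They averaged 112 ± 45.1 and 81.0 ± 23.5 CPM (SD, n = 14) in brain and were at least 29075-fold and 20449-fold lower in ovary, with edgeR adjusted p of 4.70e-16 and 1.52e-17. Hao2 overlaps a placeholder gene, so its value is uncertain.

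The contrast of sperm with brain was compared between sheep and rats. Among 13740 shared symbols tested in both species, 6068 were called in both, 1695 higher in both, 2804 lower in both, 557 higher in sheep and lower in rat, and 1012 lower in sheep and higher in rat, so 74.1% went the same way. Across genes, which are not independent replicates, the fold changes had a Spearman correlation of 0.446 and a Pearson correlation of 0.520. Restricting to genes called in both species moved the Spearman value most, to 0.629. Leaving out 1 sheep at a time gave 0.430 (without 688) to 0.450. For rat sperm against rat ovary, each relative to the brain of its own sex, the Spearman correlation was 0.608 and the Pearson correlation 0.681 over 19623 genes.

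A test of the species by tissue term called 9446 of 15172 genes, 3619 with a more positive change in sheep and 5827 with a more positive change in rat (edgeR quasi-likelihood test). The majority depended on the scaling, since the median of all genes was -0.69 with TMM and shifted by 0.92 with RLE, 0.77 with upper quartile factors and 0.94 with DESeq2. These gave 5044 to 3978, 4766 to 4376 and 5527 to 4107 genes, more positive in sheep first. Among genes with opposite calls in the species, 1564 were also called for the difference. TFF3 had an interaction log2 fold change of 22.17 ± 1.57 (SE, edgeR adjusted p 3.71e-15), with 4156 ± 3058 CPM (SD, n = 5) in sheep sperm against 0.0140 in sheep brain, and 0.0931 in rat sperm against 1.72 ± 0.87 (SD, n = 15) in rat brain. NCCRP1 had 20.77 ± 1.33 (edgeR adjusted p 2.34e-16), with 7546 ± 11908 CPM in sheep sperm. LORICRIN had 17.40 ± 1.00 (edgeR adjusted p 1.57e-17), with 527 ± 841 CPM in sheep sperm. Without sheep 688 the NCCRP1 and LORICRIN values were 19.12 and 15.67. SLC30A2, LRCOL1 and CDH16 went the other way, at -21.95 ± 1.52, -21.41 ± 1.63 and -21.30 ± 1.24 (edgeR adjusted p 1.22e-14, 1.29e-13 and 1.36e-16). They had 0 counts in sheep sperm, so these fitted values depend on the prior count. Against the floor, on plain totals, the differences were at least as large as -17.76, -17.42 and -15.78 on the log2 scale. For CDH16 the count of 1 in rat brain was placed at the upper end of its interval. On the TMM scale, which raises sheep sperm values, these bounds and the folds below sheep brain would be smaller. In sheep sperm they were at least 162-fold, 19.0-fold and 39.8-fold below sheep brain, and averaged 130 ± 90.7, 140 ± 100 and 14.3 ± 7.53 CPM (SD, n = 15) in rat sperm, against 0.0655, 0.0106 and 0.00112 CPM in rat brain. Cdh16 rested on 1 count in rat brain, with a 95% counting interval of 1418 to 312019 for the ratio. In GRCr8 the rat genes lie on chromosome 20 from 9194623 to 9199333 (Tff3), chromosome 1 from 92962618 to 92966155 (Nccrp1), chromosome 2 from 180253674 to 180256572 (Loricrin), chromosome 5 from 151843451 to 151855674 (Slc30a2), chromosome 12 from 51985786 to 51999282 (Lrcol1) and chromosome 19 from 367202 to 377710 (Cdh16), and the last 2 overlap another annotated gene.

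**Figure D3:**
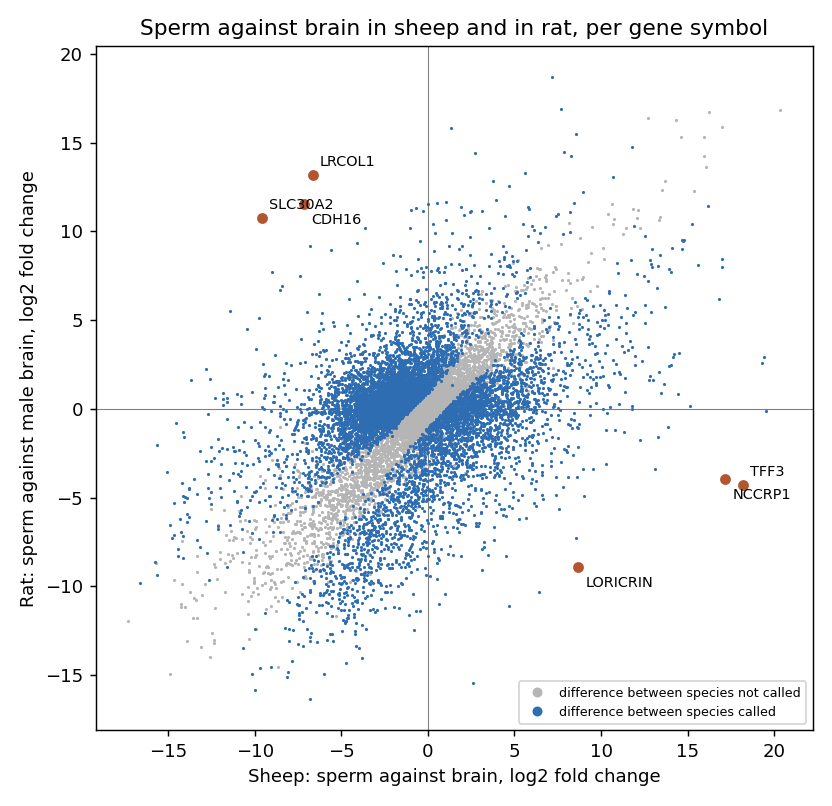
Log2 fold change of sperm against brain per shared gene symbol, sheep on the horizontal and rat on the vertical axis; points are blue where the difference between species was called and grey where it was not. The Spearman correlation is 0.446, and the 6 labelled genes, TFF3, NCCRP1 and LORICRIN on the right and SLC30A2, LRCOL1 and CDH16 on the left, were called in opposite directions.

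Detection in both organs was counted as the simplest form of the question in the title. In sheep, 14667 genes were detected in brain and 7289 in sperm, 6154 of them in both. In male rats, 15728 were detected in brain and 12429 in sperm, 11431 in both. In female rats, 14878 were detected in brain and 14658 in ovary, 12845 in both. Over the shared symbols, 4878 were detected in all 3 pairs, and 4933 in brain and sperm of both species. Of 11453 symbols detected in brain in both species, 4933 were detected in sperm of both, 318 only in sheep sperm, 4480 only in rat sperm and 1722 in neither, an odds ratio of 5.96 (Fisher's exact test across genes, p = 2.39e-220). The counts in a single species depended on the scaling: TMM-adjusted totals gave 670 only in sheep sperm and 2024 only in rat sperm, and totals without rRNA or the 4 LOC entries, an alternative chosen after seeing the data, gave 579 and 2762. A limit of 5 CPM moved the counts that include sheep most, to 1685 symbols in all 3 pairs. Requiring every library to reach 1 CPM moved the rat pairs most, to 8237 genes in males and 7943 in females. Leaving out 1 sheep left 4 sperm libraries, all of which then had to reach 1 CPM, and gave 3383 to 4516 symbols in all 3 pairs.

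Among the symbols with the highest smallest group mean of those detected in all 3 pairs were FTH1, UBB, ACTG1, TPT1, HSP90AA1, CALR, ACTB, GLUL and PTMA. For FTH1 the smallest mean was 1599.6 ± 1824 CPM (SD, n = 5, plain totals) in sheep sperm and for UBB 1508 ± 265 CPM (SD, n = 50) in sheep brain. The smallest means of the other symbols given ran from 855 CPM for ACTG1 to 199 CPM for PTMA. Without the library of sheep 688, sheep sperm had 843 ± 787 CPM (SD, n = 4) of FTH1, 569 ± 468 of UBB, 370 ± 297 of ACTG1, 271 ± 193 of TPT1 and 246 ± 129 of GLUL. The smallest means of UBB, ACTG1 and GLUL were then in sheep sperm, for GLUL just below the 255 CPM of rat ovary. Several of these genes have processed copies elsewhere in mammalian genomes, so their values are uncertain. In sheep sperm the values of FTH1, UBB, ACTG1, TPT1 and GLUL came mostly from sheep 688.

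Among the sheep brain regions, 16224 of 21147 genes differed (edgeR quasi-likelihood F test over the 10 regions, adjusted p below 0.05). The animal as a block moved this count to 17408, and leaving out 1 sheep moved it most, to 14132 without 694. Against the mean of the other 9 regions, edgeR called 6093 genes in cerebellum, 3950 in pons, 2176 in basal ganglia and 976 in hippocampus. The counts were 585 in frontal, 562 in posterior parietal, 520 in prefrontal, 474 in entorhinal, 448 in visual and 347 in motor cortex. Genes were mostly lower in cerebellum (4116 of 6093) and mostly higher in the cortical regions, with 471 of 474 higher in entorhinal cortex. DESeq2 gave a more even split in prefrontal cortex (361 higher and 296 lower against 371 and 149), posterior parietal cortex (456 and 195 against 466 and 96) and visual cortex (391 and 144 against 395 and 53). The same held for frontal cortex (503 and 161 against 500 and 85). With voom the split was more even in frontal cortex (564 and 258) and entorhinal cortex (628 and 41), but not in prefrontal cortex (473 and 172). Single animals weighed on the smaller counts. Hippocampus fell to 625 without 688, frontal, prefrontal and motor cortex to 387, 304 and 229 without 690, posterior parietal cortex to 322 without 694, visual cortex to 281 without 687, and entorhinal cortex to 249 without 699 and 310 without 694.

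Called genes with no overlap between the region and all other regions numbered 1951 in cerebellum, 449 in pons and 330 in basal ganglia, and 0 in the other 7 regions. Chance gives 9.44e-05% of genes if all libraries are relabelled freely, which ignores that the regions of an animal are paired. GABRA6 averaged 283 ± 19.6 CPM (SD, n = 5) in cerebellum and 0.469 ± 1.68 (SD, n = 45) elsewhere, a log2 fold change of 13.12 ± 0.62 (SE, edgeR adjusted p 9.04e-20), and the highest other library had 10.6 CPM. SLC35D3 averaged 23.7 ± 6.38 CPM in basal ganglia and 0.0955 ± 0.195 elsewhere, a log2 fold change of 8.87 ± 0.29 (edgeR adjusted p 8.16e-28). IRX2 averaged 11.4 ± 8.45 CPM in pons and 0.479 ± 1.07 elsewhere, a log2 fold change of 6.75 ± 0.42 (edgeR adjusted p 8.31e-17). The region lists fixed in advance ranked their own region first in 5 of 5 animals for cerebellum (mean 8.78, next region 2.48), basal ganglia (8.04, next 3.14) and pons (1.84, next 0.48), each with an exact one-sided permutation p of 1e-05, the smallest the relabellings within animals can give (1.33e-05 after Benjamini-Hochberg adjustment over 4 lists). The hippocampus list ranked first in 4 of 5 animals (4.18, next 3.93 in entorhinal cortex, exact permutation p = 0.00029). The cortex list averaged 5.27 in the cortical dissections and 2.57 in the others, and in 2 of 5 animals every cortical dissection lay above every other one.

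**Figure D4:**
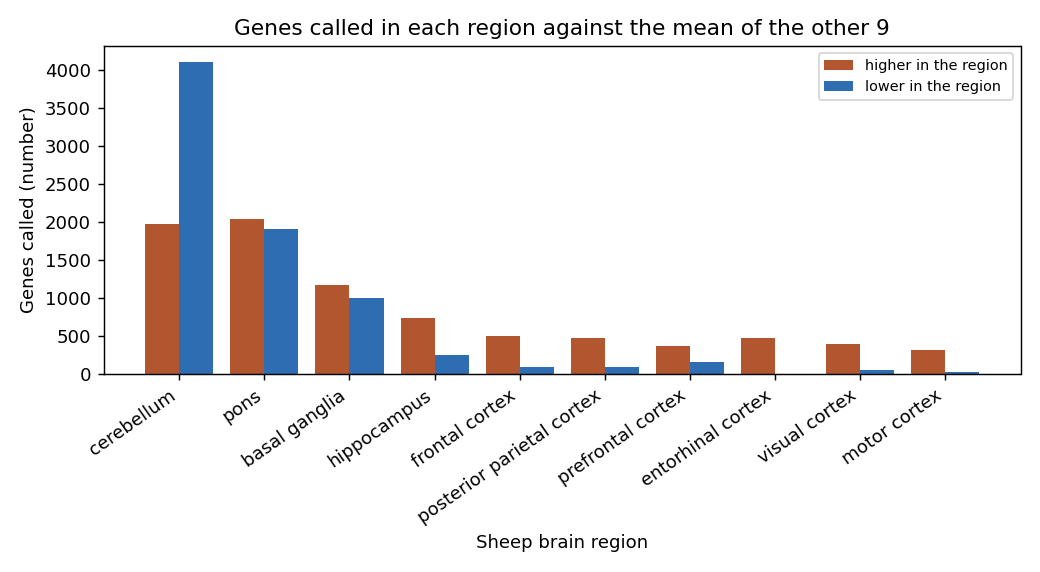
Number of genes called higher or lower in each sheep brain region against the mean of the other 9 (5 libraries per region). Cerebellum had the most, 1977 higher and 4116 lower, and motor cortex the fewest, 320 higher and 27 lower.

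Male and female rat brains were compared to ask whether the sexes differ. Of 20570 genes tested, 37 were called at an adjusted p below 0.05 by edgeR, 20 higher in males and 17 higher in females, and 2034 had an unadjusted p below 0.05. The count moved most with voom and quality weights, to 290, 191 of them higher in males. DESeq2 gave 157, with 106 higher in males, and no low-count filter gave 40, with 26. Leaving out the brains with over 80% rRNA, an alternative chosen after seeing the data, gave 74, with 53 higher in males, and using the rRNA share as a covariate as well gave 24, with 12. The excess of genes higher in males thus depended on the setting. All 9 X-linked calls were higher in females, all 7 Y-linked calls were higher in males, and of the other 21 calls 13 were higher in males and 8 in females. With an absolute log2 fold change of at least 1 as a further condition, 12 genes remained, 9 higher in males.

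The Y-linked calls with the smallest p were Ddx3y (Y, 1190042 to 1210699), Eif2s3y (Y, 944653 to 964303), LOC103694537 (Y, 277163 to 340260), Kdm5d (Y, 551621 to 647742) and Uty (Y, 1018111 to 1178493). Ddx3y averaged 62.1 ± 5.33 CPM (SD, n = 15) in males with 1 count over the 14 females, a ratio of 68027 with a 95% counting interval of 12209 to 2686909 (edgeR adjusted p 2.73e-38). Eif2s3y averaged 49.4 ± 3.17 CPM with 3 female counts, a ratio of 17668 with an interval of 6046 to 85673 (edgeR adjusted p 1.01e-35). LOC103694537 averaged 5.43 ± 0.51 CPM with 1 female count and a ratio interval of 1071 to 235602 (edgeR adjusted p 1.90e-30). Kdm5d averaged 19.8 ± 2.64 CPM with 4 female counts (edgeR adjusted p 1.95e-29), and Uty 9.99 ± 1.30 CPM with 0 female counts, at least 3672-fold higher in males (edgeR adjusted p 8.62e-20). All but Ddx3y overlap placeholder genes in the annotation. Of the other Y-linked list genes, Usp9y had 119 male and 0 female counts, Zfy1 1 and 1, and Sry 1 and 0, and none was tested. Xist (X, 72540753 to 72558266) averaged 592 ± 80.1 CPM (SD, n = 14) in females and 0.256 ± 0.148 in males, a log2 fold change of -11.14 ± 0.18 (SE, edgeR adjusted p 1.90e-30). LOC134484082 (X, 72531929 to 72564667) spans Xist, so its log2 fold change of -5.03 ± 0.22 is uncertain (edgeR adjusted p 7.09e-18).

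Eif2s3 (X, 62910292 to 62933936) had a log2 fold change of -0.66 ± 0.03 (SE), with 75.9 ± 3.70 CPM (SD, n = 15) in males and 120.04 ± 7.75 (SD, n = 14) in females (edgeR adjusted p 2.41e-15), and overlaps a placeholder gene, so its value is uncertain. Ddx3x (X, 12152346 to 12165983) had -0.36 ± 0.05, with 190.05 ± 17.1 CPM in males and 243 ± 17.0 in females (edgeR adjusted p 1.51e-05). LOC100912991 (X, 74187680 to 74220039), which overlaps the start of Pbdc1, had -0.60 ± 0.09, with 4.25 and 6.44 CPM (edgeR adjusted p 0.000490). Of the 5 tested genes of the Y-linked and X inactivation lists, 5 were called over all genes and 5 when adjusted over the list alone. Of the 12 tested genes of the reproductive axis, edgeR called 0, and adjusted over the list alone also 0, with 1 gene at an unadjusted p below 0.05 and 0 calls by DESeq2 and by voom. The granulosa cell list had 0 calls over all genes by edgeR, DESeq2 and voom, and 1 call when adjusted over the list alone, from 1 gene at an unadjusted p below 0.05.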

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

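The tests of squamous epithelium and of the share of sperm RNA in sheep 688, of library totals for the share of the 4 LOC entries and of cerebellum RNA in the entorhinal cortex of 687, and the way the tests of cerebellum and pons RNA were read, were chosen only after the result was seen, and so were the lists for stratified squamous epithelium, neutrophil, epididymis and vas deferens, and spermatocyte. Groups of 5 sheep libraries were searched for a library far from the other 4, by a gap above 0.71 of the group's range. Gene values were searched in CPM and lists as means of log2(CPM + 1), so gaps of genes and of lists are not on the same scale. Of 142 such groups 12 had one, where chance alone gives about 1 in 20, or 7.1, and 7 of the 12 were in the sperm library of sheep 688.

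In sheep sperm, the library of 688 lay far above the others in 7 genes. On the scale of each result it had 65122 CPM of MUC21, where the others had at most 14100, 8768 of APOBEC1 (at most 1382), 28673 of NCCRP1 (at most 4256) and 2027 of LORICRIN (at most 253). Of the genes detected in all tissue pairs it had 7211 CPM of UBB (at most 1181), 3884 of ACTG1 (at most 733) and 2632 of GLUL (at most 412). This library also had the smallest share of counts in the 4 LOC entries, which raises the CPM of every other gene. That share is excluded as the whole reason: with the 4 entries left out of the totals, 7 of the 7 genes still lay far above the other libraries. A candidate explanation is more RNA of stratified squamous epithelium in this sample. With the 4 entries left out of the totals, the list for that tissue averaged 7.44 in 688 and 4.87 to 7.08 in the other libraries, so 688 was only 0.36 above the next on the log2 scale. This explanation stays open. The gap of the genes was taken in CPM and that of the list on the log2 scale, so they cannot be set against each other. For the genes the gap was not computed on a log2 scale. The late spermatid list was lower in 688, at 1.67 against 4.10 to 6.96 on the same totals. A smaller share of sperm RNA in this library, which would raise the lists for all other cells, stays open as well: of 5 such lists 1, that for squamous epithelium, was highest in 688, but a single library cannot separate this from differences in the other cells. KRT4, its most abundant member, averaged 958 CPM over the 5 libraries, and none of the 9 list genes found in the table averaged 1 CPM in sheep brain. How the samples were collected is not stated, so an animal difference and a difference in collection stay open, and no biological explanation was tested.

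The share of the 4 LOC entries was 14.6% in the basal ganglia of 699, against 5.39% to 7.41% in the other 4 animals, and 4.54% in the frontal cortex of 694, against 6.45% to 6.86%. A difference in depth is excluded as the reason, since the totals of both libraries, 2 of 2, lay inside the range of their groups. What these entries encode is not given in the table, and a difference in the removal of abundant RNA during library preparation stays open and untested. No biological explanation was tested.

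The cerebellum list averaged 4.22 in the entorhinal cortex of 687, against 1.09 to 1.83 in the other animals, and 2.91 in the hippocampus of 694, against 1.10 to 1.43. The pons list averaged 0.705 in that hippocampus, against 0.399 to 0.460. RNA of the neighbouring region in the dissection could explain these. Other genes found high only in cerebellum were examined for this. The entorhinal library of 687 was the highest of its 5 in 53.6% of 112 such genes, where chance gives 20%, and its excess over the other animals was a median of 3.30% of the cerebellum level, with quartiles of 2.18% and 4.85%. The hippocampus of 694 was the highest in 39.8% of 113 such genes, with a median excess of 0.884% and quartiles of -0.0537% and 2.40%, so a part of these genes showed no excess. The other 4 libraries of each group were the highest in 7.14% to 18.8% and in 14.2% to 15.9% of these genes, with medians of at most -0.0837% and -0.112%. Among the 10 most abundant genes the median excess was 2.24% and 0.911%, although the libraries were the highest in only 2 and 3 of them. These values fit a small amount of cerebellum RNA in both libraries, less clearly in the hippocampus of 694, as a hypothesis, and a difference between animals or in the placement of the dissection stays open. For pons, 1 of 8 genes, or 12.5%, was highest in the hippocampus of 694, with a median excess of -0.744% and quartiles of -4.28% and 1.38%, while among the other 4 libraries the highest share was 75% and the highest median 5.90%. These values go against pons RNA in 694, but it cannot be told apart from a difference between animals, because the genes are too few.

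The contrast of sperm with brain differed between sheep and rats in 9446 genes by the edgeR species by tissue test. Of 100 splits of the animals into groups of these sizes, 1, the real one, gave as many calls, and the highest other gave 4162. Every other split put sheep and rats in the same group, which widens the spread within it and lowers the calls. These splits therefore cannot decide whether chance could give this count for the species by tissue term. The genes named had interaction log2 fold changes of 22.17 (TFF3), 20.77 (NCCRP1), 17.40 (LORICRIN), -21.95 (SLC30A2), -21.41 (LRCOL1) and -21.30 (CDH16). The last 3 had 0 counts in sheep sperm, so their fitted values depend on the prior count. Against the floor, on plain totals, the differences were at least as large as -17.76, -17.42 and -15.78, and on the TMM scale these bounds would be smaller. Different other cells in the samples labelled sperm are a candidate explanation. The median interaction was 7.87 for the neutrophil list, with 4 of 4 genes positive, and 10.65 for stratified squamous epithelium, with 8 of 9. For epididymis and vas deferens it was 1.445, with 4 of 8 genes positive, so the genes went both ways and the median decides nothing. The level of that list was 4.42 in rat sperm and 1.36 in sheep sperm, against 1.18 in male rat and 0.55 in sheep brain, which is the direction that RNA of these cells in rat sperm needs. Placing genes with a group at 0 at their bound left these medians at 7.87, 10.65 and 1.445. Over all genes the median was -0.69. The late spermatid list had -1.29, the spermatocyte list -1.90 (-1.61 with bounds) and the neuron list 2.52. The explanation stays open, since the species cannot be told apart from the library kit, the extraction kit and the kind of sample, sperm or seminal fluid per the labels. A biological difference between the species stays open as well.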

How the results depend on the processing

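The alternatives that left out rRNA entries, the 4 LOC entries or the rat brain libraries with over 80% rRNA, or that used the rRNA share as a covariate, were chosen after the data were seen. In the alternatives run, no gene named by the rule set in advance changed its direction or lost its call. Of the genes named after their values were seen, Hspa5, Hsp90b1, Pdia4 and Xbp1 lost their call between the sexes with the rRNA covariate. The direction that held the majority of the calls did change: with upper quartile factors for sheep sperm, ovary and the difference between species, with no filter for sheep and rat sperm, with DESeq2 for sheep sperm and the difference between species, and with RLE factors for that difference. It also changed for pons with voom (1941 higher and 1945 lower) and without 694 (2074 and 2150), against 2042 and 1908, and for the sexes with the rRNA covariate (12 and 13, against 20 and 17), while without the libraries over 80% rRNA as well the split was 12 and 12. Of the values for counts of calls, detection and correlations under these alternatives, 249 stayed the same within the limits set and 27 moved. For single genes and lists 920 stayed the same and 138 moved, of which 106 were lists on the log2(CPM + 0.25) scale and 28 lists with TMM-adjusted CPM, where another offset or another total changes every value.

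With no low-count filter, rat sperm against brain had 22067 calls and ovary against brain 18799. These tests covered more genes (35486 and 33789), and 11922 and 11716 of the calls were shared with the filtered fit. DESeq2 gave 18427 calls for rat sperm, of which 11109 were shared, and it also tested 35486 genes. For the sexes it gave 157 and voom with quality weights 290, both with all 37 of the edgeR calls among them. DESeq2 tested 33372 genes here, and in simulated data it made more false calls than edgeR in each of the 5 comparisons run. The cause of the higher counts was not tested. Leaving out the libraries with over 80% rRNA gave 74 calls between the sexes, 37 of them shared. With the rRNA share as a covariate as well there were 24, 22 of them shared, and with the covariate alone 25, 24 of them shared. The cause was not tested. Adding a condition of an absolute log2 fold change of at least 1 left 12 by construction. In rat sperm, voom called 249 of the shared genes in the opposite direction, and the cause was not tested.

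Detection moved with its own limits. At 5 CPM, 2144 genes were detected in sheep brain and sperm, 1685 symbols in all 3 pairs and 1712 in brain and sperm of both species. When every library had to reach 1 CPM, these were 3941, 2603 and 2896, and 7943 genes were detected in female rat brain and ovary. A stricter limit lowers such counts by construction. With TMM-adjusted totals, 9769 genes were detected in sheep brain and sperm and 7324 symbols in all 3 pairs. The correlation of fold changes between species rose to 0.629 among genes called in both, which leaves out small changes.

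Leaving out 1 sheep at a time, with 4 libraries left per group, gave the following ranges of calls. They were 5756 to 6066 in cerebellum, 3598 to 4224 in pons, 1944 to 2237 in basal ganglia, 625 to 1168 in hippocampus, 387 to 627 in frontal, 322 to 612 in posterior parietal, 304 to 570 in prefrontal, 249 to 635 in entorhinal, 281 to 535 in visual and 229 to 456 in motor cortex. The lowest values were without 688 for hippocampus, 687 for visual cortex, 694 for posterior parietal cortex, 699 for entorhinal cortex (310 without 694), and 690 for frontal, prefrontal and motor cortex. Sheep sperm against brain stayed at 15940 to 16329 calls, the test of any region at 14132 to 15322, the difference between species at 9026 to 9271, and the correlation between species at 0.430 (without 688) to 0.450. Detection in both organs ranged from 4170 to 5561 genes in sheep, 3383 to 4516 symbols in all 3 pairs and 3416 to 4560 in brain and sperm of both species, with odds ratios of 4.48 to 7.74. Leaving out 1 sheep sperm library alone gave 16109 to 16528 calls.

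With the animal as a block, a paired fit, sheep sperm had 16268 calls, rat sperm 11925, ovary 11837 and the difference between species 8964. The block moved no count by more than 1.5 times and changed no call of a gene named by the rule set in advance. In rat sperm it gave 4384 higher and 7541 lower. Thinning all libraries to the smallest total left 13384 calls for sheep sperm, 9846 for rat sperm and 11422 for ovary, so depth limits how many scarce genes can be called. In sheep sperm only 15.5 M ± 12.8 (SD, n = 5) counts lay outside the 4 LOC entries, and leaving these out before scaling gave 16394 calls.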

Other observations

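The lists for squamous epithelium, epididymis, neutrophil, spermatocyte, imprinted, immediate early, chaperone and clock genes were chosen after the data were seen, and the tests of neutrophils, of the rRNA covariate, of the 4 LOC entries, of library totals of AKAP4 and of splits with the animal as a block were chosen only after their result was seen. The number of sheep relabellings was raised after a smaller number had been seen.

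Other splits of the samples, with the sheep libraries relabelled within each animal, were drawn to see whether chance can be excluded for the counts of calls. Only the real split gave as many calls, 1 of 80, for sheep sperm against brain (highest other 4310), any difference between regions, cerebellum, pons, basal ganglia and frontal cortex. It was 1 of 100 for rat sperm (highest other 8853) and for ovary (highest other 8877). For hippocampus and entorhinal cortex 2 of 80 did, so chance is excluded there at the 5% level as well. For motor cortex 5 of 80 did, and for posterior parietal, prefrontal and visual cortex 4 of 80 each, so chance is not excluded for these 4 counts, which come from a fit without a block. With the animal as a block, a paired fit, the same splits gave as many calls in 2 of 80 for motor cortex (384 calls) and prefrontal cortex (591), and in 3 of 80 for posterior parietal (541) and visual cortex (466), so chance is excluded for the blocked counts at the 5% level. Between the sexes 2 of 100 splits gave at least 37 calls. The other one, with 4058 calls, had 3108 without the libraries with over 80% rRNA. Both such libraries stood on 1 side in 50 other splits, and the rest of these had at most 4 calls. The 3 splits with a larger difference in rRNA share than the sexes had 0.

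The samples labelled sperm held transcripts that are abundant in other cells. In sheep sperm, S100A9 averaged 10839 CPM and S100A8 4689 CPM, and every sperm library exceeded every brain library in the neutrophil list (4.23 against 0.32 on average), with a gap of 0.853 between the closest libraries. CXCR2 averaged 256 CPM and CSF3R, which is also in the leukocyte list, 132 CPM. No gene of this list averaged 1 CPM in sheep brain. The squamous epithelium list averaged 4.94 against 0.14, with a gap of 2.714, and CNFN averaged 674 CPM. Both values fit RNA of neutrophils and of squamous epithelium in these samples, as hypotheses. In rats, the epididymis and vas deferens list averaged 4.42 ± 0.54 (SD, n = 15) in sperm and 1.18 in male brain, with a gap of 1.636. Aqp9 averaged 442 CPM and Pax2 230 CPM. It did not fall clearly as the late spermatid list rose (Pearson r = -0.401, permutation p = 0.146; Spearman rho = -0.25, p = 0.367), and r was 0.156 without males 14 and 7. RNA of epididymis cells therefore may be present but cannot be told apart from expression in sperm, because the relation that would separate them was too weak over 15 libraries. Of its 8 genes, 4 also averaged at least 1 CPM in male rat brain.

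Spermatid transcripts were uneven between rat sperm libraries. The spermatocyte list, which averaged 2.22 ± 1.67 (SD, n = 15) in rat sperm and 1.04 in sheep sperm, rose with the late spermatid list (Pearson r = 0.919, permutation p = 4e-05, 6e-05 after Benjamini-Hochberg adjustment over 3 relations; Spearman rho = 0.779, p = 0.00078). Without males 14 and 7, r was 0.821. The number of genes at 1 CPM also rose with the late spermatid list (r = 0.908, p = 2e-05, the smallest the resamples can give, adjusted 6e-05; rho = 0.721, p = 0.00348; r = 0.782 without these libraries). This fits RNA of testis germ cells in some of the samples, as a hypothesis. Odf1, the most abundant named gene of the late spermatid list, averaged 1438 CPM, Tex101 45.2 and Ddx4 32.1 CPM. Of the 7 spermatocyte genes, 1 averaged at least 1 CPM in male rat brain. A difference in maturity between the males stays open. The labels give no batch for these libraries.

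Fewer genes reached 1 CPM in sheep sperm than in sheep brain. The 4 LOC entries may lower this number. With totals outside them, the sperm libraries averaged 13447 ± 2117 (SD, n = 5) genes, and 4 of 5 stayed below the lowest brain library at 15327, while that of sheep 694 had 16314. With every library thinned to the same total outside these entries, a mean of 18352 ± 1795 (SD, n = 5) genes had a count in sperm, where the lowest brain library had 19927. Again 4 of 5 libraries lay below it and that of 694, with 21213, did not. Neither the 4 entries nor lower totals thus account for the low number in these 4 libraries, but both explanations stay open for sperm as a group, since 1 of 5 libraries reached the brain range.

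Outside X and Y, 21 genes were called between male and female rat brain. They included Klf10 (log2 fold change 0.54), Per1 (0.43), Nab2 (0.33) and Nr4a1 (0.70), higher in males, and Hspa5 (-0.37), Hsp90b1 (-0.23), Pdia4 (-0.27) and Xbp1 (-0.23), higher in females, all chosen after their values were seen. With the rRNA share as a covariate, 6 of the 13 genes higher in males and 3 of the 8 higher in females kept their call. Of the genes named here, those higher in males kept it and those higher in females lost it. The log10 rRNA percent averaged 0.77 ± 0.46 (SD, n = 15) in males and 1.14 ± 0.48 (SD, n = 14) in females (two-sided permutation p = 0.0437). A difference in rRNA share is excluded as the whole cause for 9 of the 21 calls, which were kept with it as a covariate, and stays open for the 12 that were lost. Lists of other genes were tested on TMM-scaled CPM by two-sided permutation, adjusted over 3 lists. ER chaperones were lower in males by -0.20 on the log2 scale (adjusted p = 6e-05, from the smallest p the resamples can give), with 0 of 10 genes higher in males and 14 of 14 females above the male median, and by -0.17 with the rRNA covariate (permutation, adjusted p = 0.00027), but on plain totals the direction was the opposite, at 0.09 (permutation p = 0.707). With rRNA left out of the totals, a scale chosen after these values were seen, it was -0.18 (permutation p = 4e-05, not adjusted). Clock genes relative to Bmal1 were higher in males by 0.23 (permutation p = 0.00014, adjusted 0.0002), in 15 of 15 males relative to the female median, and by 0.20 with the covariate (adjusted p = 0.000345). Immediate early genes were higher by 0.25, in 12 of 12 genes and 13 of 15 males, but did not pass (adjusted p = 0.125), while with the covariate the difference was 0.34 (adjusted p = 0.0398). These values fit a different time of day at collection and a different chaperone activity as candidate explanations, and leave recent neural activity open. The time and order of collection are not stated, so they cannot be separated from sex, which stays open as a biological explanation.

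Among the shared symbols compared, MEST had the largest ratio of sheep brain to male rat brain. Its log2 ratio of mean CPM + 1 was 10.81 on the TMM scale shared by the species, with regions summed per sheep (35175 ± 3212 CPM, SD, n = 5, in sheep against 18.6 ± 4.02, n = 15, in male rats). Higher activity of the imprinted gene network could explain it, but 7 other imprinted genes had a median log2 ratio of -1.39, at percentile 0.06 of 10000 matched random lists, which excludes that explanation. The imprinted list averaged 3.65 in sheep brain, over 7 genes, and 4.74 in male rat brain, over 8 genes. These means are thus not over the same genes. A difference in annotation or in reads shared with other loci was not tested.

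AKAP4, a gene of the late spermatid list, was higher in sheep cerebellum than in the other regions (log2 fold change 2.43, edgeR adjusted p 1.49e-21). On plain totals, its lowest cerebellum library had 21.9 CPM and the highest other region library 8.99 CPM. Sperm RNA carried into these libraries could explain it but is excluded by the ratio of counts within libraries, which needs no scaling. Sperm libraries held 214.5 PRM1 counts per AKAP4 count, with a lowest library at 61.64, while the cerebellum libraries held 7909 AKAP4 counts and 0 PRM1 counts. Expression in cerebellum stays open as a hypothesis.

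In the sheep table, 37 entries had the prefix KEF53, followed by t in 22 names, p in 13 and r in 2. The table does not state what they encode. They held 7.37% to 32.0% of the counts of the sheep brain libraries and 0.211% to 11.2% of those of the sheep sperm libraries.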
